A study of Homo sapiens with 12 samples.

How the data were processed

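HEK293T cells, an established human embryonic kidney line that takes up plasmids readily, received a firefly luciferase reporter plasmid together with a Renilla luciferase plasmid, per the labels' protocols. The firefly reporter was built from codons described in the labels as either optimal or nonoptimal. Cells were harvested 24 hours after transfection, treated briefly with cycloheximide, which holds ribosomes on their mRNA, and lysed. Ribosome profiling (Ribo-seq), which sequences the mRNA fragments that ribosomes shield from nuclease, was made from 27 to 30 nt fragments cut from a gel. The RNA-seq libraries came from rRNA-depleted RNA treated with DNase, per the labels' protocols, and the labels give their molecule as total RNA. For the Ribo-seq libraries the labels give polyA RNA as the molecule, although the protocol describes rRNA-depleted footprints and no selection by poly(A) tail. There were 12 libraries: 3 Ribo-seq and 3 RNA-seq libraries for each of the 2 firefly reporters. Groups and replicate numbers were taken from the labels.

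The authors deposited, for each library, the alignments to the plasmid maps, 1 alignment to a line or more, with its start, end and strand and the number of its bases covered by 0, 1 or 2 regions of a deposited region list. The aligner, its version, the trimming and the filters are stated neither in the labels nor in the files. These values are positions, not an expression measure, so no count model was used and the deposited coordinates were turned into depth here. Recomputing the covered bases from the region list without its whole-reading-frame and trimmed middle regions of the firefly reporters gave the deposited values for 383990 of 383990 alignments. That check read the list as counted from 0 with the end excluded. The levels here were taken with starts 1 nt earlier, counted from 1, so the match does not test that reading. The region list holds 27 regions on 3 plasmid maps. Read as counted from 1 with both ends included, its coding regions are whole codons, except that GFP, and so the whole reading frame, is 1 nt longer in the optimal reporter. All positions given are on these plasmid maps, and no genome build applies. The plasmid sequences were not used here, so the identity of the SM and GFP segments between the reporters rests on their names and lengths. Alignments to host transcripts were not analysed here, so the comparison of endogenous genes that had been planned was not run, nor were its alternatives.

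Ribo-seq read names carried an identifier of 12 bases, and 0 alignments in each Ribo-seq library shared start, end, strand and identifier with another, so duplicates had been removed from these files. RNA-seq read pairs were 151 nt per mate, and whether duplicates had been removed is not stated. No alignment was split by a gap. In the RNA-seq files mate 2 lay on the transcript strand. Between 9.18% and 27.2% of RNA-seq pairs and between 9.08% and 29.6% of Ribo-seq reads aligned to both plasmids.

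Depth was counted per nucleotide from all alignments, without a filter on length or strand. A level was the mean depth over a region divided by the mean depth over the Renilla coding region of the same library. The sequencing totals of the libraries, host reads included, were not used here, so every level is relative to Renilla. Translational efficiency was the footprint level divided by the RNA level of the library with the same reporter and number, since the labels pair the assays. The firefly region was also divided by the shared SM and GFP regions within each library, which needs no scaling between libraries. The distribution of footprints was the share of reading-frame depth in each of 10 equal bins. Regions of the list were reported by the rule that all are named and none is chosen by its value, except that one region is not reported here.

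Groups were compared on the log2 scale with exact two-sided permutation tests of 3 against 3 values, whose smallest possible p is 0.1, so no comparison could fall below 0.05. Because translational efficiency is a difference of logs between assays, its test is that of the interaction of assay and reporter. Benjamini-Hochberg adjustment ran over the 7 comparisons of single values and, separately, over the 10 bins. Errors are SD of 3 replicates or the standard error (SE) of a log2 difference. Alignments in a library ranged from 1975 to 11028 in Ribo-seq and from 26422 to 90999 in RNA-seq. From the counts alone, the error of 1 replicate's log2 translational efficiency was between 0.052 and 0.10. Shares of single libraries carry 95% Wilson intervals, which cover counting error only.

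The scripts were tested on simulated data: 20 simulated experiments of 12 libraries each, drawn at the real depths, with a log2 RNA difference of 2 and a log2 efficiency difference of 1, gave mean estimates of 2.00 and 0.99, and a bin with raised density was recovered in 20 of them. In 400 draws without a difference, 12.3% gave the smallest p. The exact test itself sets this share near 0.1 when groups do not differ, so these draws cannot test the processing of the depths. The simulated efficiency difference of 1 was larger than the observed 0.30, so recovery of a difference of the observed size was not tested.

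Alternatives set before the data were examined were the median in place of the mean, leaving out the 5% of positions with the highest depth, no scaling, scaling by the summed depth of all regions, the Renilla median as the scale, a pseudocount of 1, averaging linear ratios, the group's mean RNA level, leaving out each replicate number, and the replicate number as a block. For the bins they were 5 bins, leaving out 45 nt at each end, a cap at percentile 95 of depth, and division by the RNA-seq share. Chosen after seeing the data were sense-strand alignments alone with 27 to 30 nt in Ribo-seq, the trimmed regions of the region list, which omit 25 codons at an end, counting alignments by midpoint, counting identical RNA-seq pairs once, leaving out reads on both plasmids, SM or GFP alone, and leaving out single libraries. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.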

Results

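To ask how synonymous codon choice bears on the loading of ribosomes on an mRNA, ribosome footprints and RNA were sequenced from HEK293T cells that carried a nonoptimal or an optimal firefly luciferase reporter. A Renilla luciferase reporter was co-transfected in every sample and served as the internal reference. Each of the 4 groups, Ribo-seq and RNA-seq for each reporter, had 3 replicates. In the region list, each firefly reading frame consisted of an SM segment of 1011 nt, a firefly luciferase segment (FLuc) of 1647 nt and a GFP segment, in that order. On the nonoptimal plasmid map SM spanned positions 3393 to 4403, FLuc 4404 to 6050 and GFP 6051 to 6773. On the optimal plasmid map SM spanned positions 2627 to 3637, FLuc 3638 to 5284 and GFP 5285 to 6008. The Renilla coding region lay at positions 2604 to 3539 of its own plasmid map.

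The Ribo-seq libraries of the nonoptimal reporter held 6675, 11028 and 3369 alignments to the plasmids, and those of the optimal reporter 1975, 2752 and 2455. The RNA-seq libraries held 50397, 39261 and 26422 alignments for the nonoptimal reporter and 88922, 90999 and 59735 for the optimal reporter. In Ribo-seq, the firefly reading frame received 1098, 1605 and 344 alignments in the nonoptimal replicates and 871, 1160 and 877 in the optimal replicates. The Renilla coding region received 3444, 4350 and 778 Ribo-seq alignments beside the nonoptimal reporter and 483, 779 and 565 beside the optimal reporter. The firefly values of nonoptimal replicate 3 thus rest on the fewest footprints.

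Ribo-seq alignments of 27 to 30 nt made up 86.6% ± 3.31 (SD, n = 3) of the nonoptimal libraries and 70.4% ± 6.96 (SD, n = 3) of the optimal libraries, and the ranges of the groups did not overlap. Alignments of 139 nt, the longest present, made up 0.449% ± 0.351 (SD, n = 3) and 5.43% ± 3.60 (SD, n = 3). Antisense alignments over the coding regions amounted to 0.457% ± 0.284 (SD, n = 3) of nonoptimal and 3.93% ± 2.31 (SD, n = 3) of optimal Ribo-seq alignments there. In RNA-seq the antisense share was 0.846% ± 0.159 (SD, n = 3) and 0.921% ± 0.0388 (SD, n = 3). Footprints of 27 to 30 nt kept the reading frame. Over Renilla, 81.4% ± 0.214 (SD, n = 3) of their 5′ ends in the nonoptimal libraries and 78.3% ± 2.55 (SD, n = 3) in the optimal libraries fell on the same codon position. Over the firefly reading frame this share was 71.6% ± 4.50 (SD, n = 3) and 77.6% ± 2.65 (SD, n = 3). The lowest single library was nonoptimal replicate 1, with 66.6% of 815 footprints in frame (95% Wilson interval 63.3% to 69.8%).

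RNA level was compared first. Relative to Renilla, the mean RNA depth over the firefly reading frame was 0.274 ± 0.0238 (SD, n = 3) for the nonoptimal reporter and 0.969 ± 0.0727 (SD, n = 3) for the optimal reporter. The log2 difference was 1.82 (SE 0.094), a 3.53-fold higher level of the optimal reporter. All 3 optimal values lay above all 3 nonoptimal values, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 values allow, with an adjusted p of 0.1. Scaling by the summed depth of all regions moved this difference most, to 0.72.

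The footprint level, measured the same way, was 0.102 ± 0.0145 (SD, n = 3) for the nonoptimal and 0.445 ± 0.0522 (SD, n = 3) for the optimal reporter. The log2 difference of 2.12 (SE 0.15) corresponded to a 4.36-fold higher level of the optimal reporter (exact two-sided permutation test, p = 0.1, adjusted p = 0.1). Without scaling between libraries the difference was 0.33 and the groups overlapped (exact permutation p = 0.9).

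Dividing the footprint level by the RNA level of the same replicate gave the translational efficiency, relative to that of Renilla. It was 0.373 ± 0.0312 (SD, n = 3) for the nonoptimal reporter, with replicates from 0.337 to 0.391, and 0.459 ± 0.0189 (SD, n = 3) for the optimal reporter, with replicates from 0.447 to 0.480. The log2 difference was 0.30 (SE 0.079), a 1.23-fold higher efficiency of the optimal reporter, which was larger than the spread between replicates. The groups did not overlap (exact two-sided permutation test, p = 0.1, adjusted p = 0.1). Scaling by the summed depth of all regions kept the direction, with a log2 difference of 0.54, while without any scaling between libraries it was -1.68. With median depth in place of the mean it was 0.092 (exact permutation p = 0.5), with a pseudocount of 1 it was 0.19 (exact permutation p = 0.4) and with the mean RNA level of the group it was 0.30 (exact permutation p = 0.2), and in these 3 cases the groups overlapped. Leaving out replicate 1 of every group reduced it to 0.20.

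**Figure D1:**
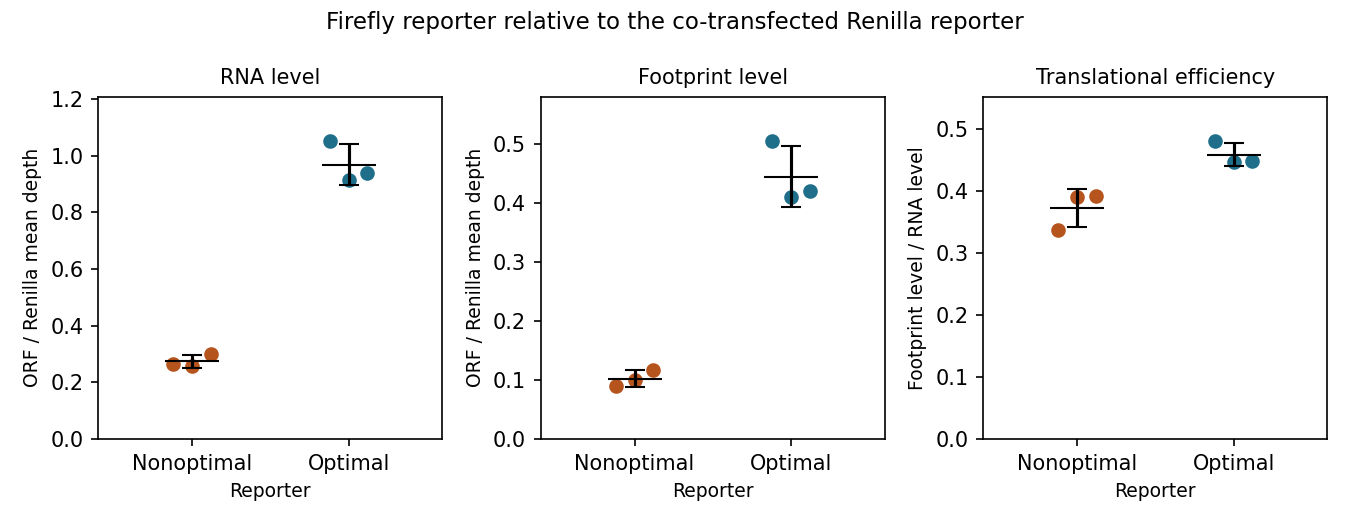
RNA level, footprint level and translational efficiency of the firefly reading frame, each relative to Renilla in the same library (no unit), for the nonoptimal and optimal reporters. Points are the 3 replicates, and black bars are the mean with SD; in all 3 panels the optimal points lie above the nonoptimal points, with efficiencies of 0.447 to 0.480 against 0.337 to 0.391.

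To separate the level of ribosomes from differences in the recoded sequence itself, the same measures were taken over SM and GFP, which carry the same names and, within 1 nt, the same lengths in both reporters. The RNA level of this shared region was 0.308 ± 0.0330 (SD, n = 3) for the nonoptimal and 1.03 ± 0.0735 (SD, n = 3) for the optimal reporter, a log2 difference of 1.74 (SE 0.10). The footprint level was 0.119 ± 0.0224 (SD, n = 3) and 0.460 ± 0.0342 (SD, n = 3), a log2 difference of 1.96 (SE 0.16). The translational efficiency was 0.385 ± 0.0356 (SD, n = 3) and 0.446 ± 0.00871 (SD, n = 3), a log2 difference of 0.22 (SE 0.080) or 1.16-fold. For each of these 3 measures the exact two-sided permutation test gave p = 0.1 and an adjusted p of 0.1. The efficiency difference was -1.77 without scaling, and it was 0.14 without nonoptimal replicate 1. The groups overlapped with the median depth of Renilla as the scale (0.10, exact permutation p = 0.4), with median depth throughout (0.21, exact permutation p = 0.4), with a pseudocount of 1 (0.13, exact permutation p = 0.4) and with the mean RNA level of the group (0.22, exact permutation p = 0.3).

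On the Renilla scale, the 3 segments taken separately gave efficiency differences in the same direction. The log2 difference was 0.29 (SE 0.13) over SM, 0.41 (SE 0.11) over FLuc and 0.22 (SE 0.13) over GFP. Over GFP the groups overlapped (exact two-sided permutation test, p = 0.3), with 45 to 255 Ribo-seq alignments per library there.

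Footprint density on FLuc was then set against that on the shared segments within each library. The ratio was 0.722 ± 0.0813 (SD, n = 3) in the nonoptimal and 0.933 ± 0.125 (SD, n = 3) in the optimal Ribo-seq libraries, a log2 difference of 0.37 (SE 0.15; exact two-sided permutation test, p = 0.1, adjusted p = 0.1). The same ratio in RNA-seq, the background, was 0.777 ± 0.0409 (SD, n = 3) and 0.878 ± 0.0317 (SD, n = 3), a log2 difference of 0.18 (SE 0.054; exact permutation p = 0.1). With median depth, the undivided Ribo-seq ratio had a log2 difference of -0.11 (exact permutation p = 1). After division of the mean-depth ratio by the RNA-seq ratio the log2 difference was 0.19 and the groups overlapped (exact permutation p = 0.2). A difference in footprint density on FLuc beyond that of RNA coverage was therefore not detectable in this unpaired comparison.

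Along the reading frame, the groups did not overlap in 4 of 10 bins of Ribo-seq depth, where chance gives 1 of 10. Bins 1 and 3 held a larger share in the nonoptimal reporter. Bin 1, nucleotides 1 to 339 of the frame, held 17.3% ± 3.77 (SD, n = 3) of nonoptimal and 12.96% ± 0.139 (SD, n = 3) of optimal footprint depth, and bin 3 held 14.3% ± 0.927 (SD, n = 3) and 12.7% ± 0.494 (SD, n = 3). Bins 5 and 7 held a larger share in the optimal reporter, with 8.73% ± 0.424 (SD, n = 3) against 10.0% ± 0.615 (SD, n = 3) in bin 5 and 8.39% ± 0.862 (SD, n = 3) against 12.8% ± 0.588 (SD, n = 3) in bin 7. The exact two-sided permutation p was 0.1 in these 4 bins and the adjusted p was 0.25. RNA-seq shares of the groups did not overlap in 7 of 10 bins. Bins 1, 3 and 7 were among these, with the same direction as in Ribo-seq, so RNA coverage shifted there too. After division by the RNA-seq share, the groups did not overlap in 20% of the bins. With sense alignments of 27 to 30 nt the share of bins without overlap was also 20%. Leaving out replicate 3 of every group, which leaves 2 against 2 libraries, raised the share from 40% to 70%, where chance gives 33.3%.

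**Figure D2:**
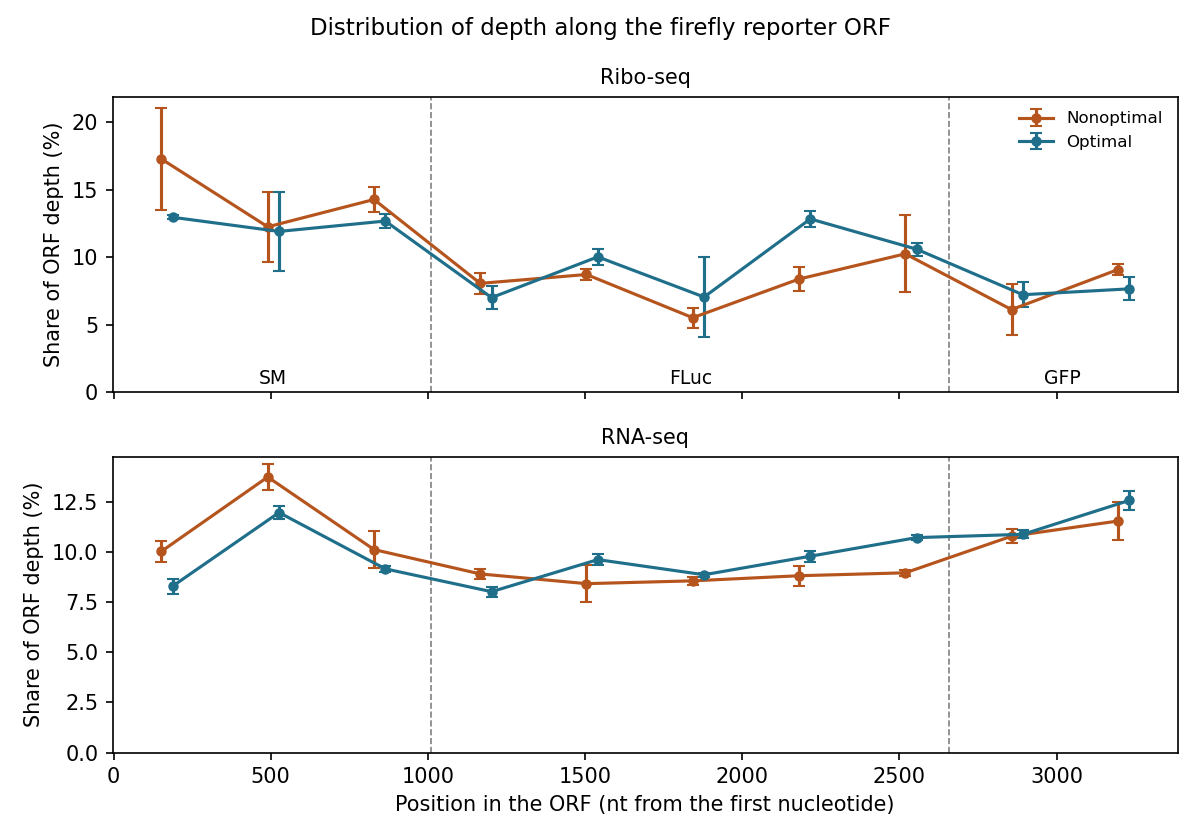
Share of reading-frame depth (%) in 10 equal bins against position in the frame (nt) for Ribo-seq (top) and RNA-seq (bottom), as mean and SD of 3 replicates per reporter; dashed lines mark the FLuc and GFP starts. The groups part in 4 bins of Ribo-seq, among them bin 7 with 8.39% in the nonoptimal and 12.8% in the optimal reporter. They part in 7 bins of RNA-seq, bin 7 included.

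Other regions of the list carried the following depths, as a percentage of the mean depth of the Renilla coding region. In the firefly plasmids, the annotated 5′ UTR of 11 nt had RNA-seq depths of 27.3% ± 0.489 (SD, n = 3) in the nonoptimal and 77.5% ± 6.10 (SD, n = 3) in the optimal reporter, and Ribo-seq depths of 6.41% ± 0.889 (SD, n = 3) and 33.5% ± 3.45 (SD, n = 3). The 3′ UTR region after GFP had RNA-seq depths of 20.3% ± 3.91 (SD, n = 3) and 74.2% ± 7.14 (SD, n = 3), and Ribo-seq depths of 0.865% ± 0.845 (SD, n = 3) and 6.56% ± 3.49 (SD, n = 3). In the list's own trimmed frame, which omits 25 codons at each end, RNA-seq depth was 27.4% ± 2.41 (SD, n = 3) and 97.1% ± 7.28 (SD, n = 3) and Ribo-seq depth 9.57% ± 1.05 (SD, n = 3) and 43.8% ± 5.13 (SD, n = 3). In SM without its first 25 codons, Ribo-seq depth was 12.9% ± 2.67 (SD, n = 3) and 52.8% ± 1.89 (SD, n = 3), and in GFP without its last 25 codons 7.55% ± 0.150 (SD, n = 3) and 32.8% ± 6.69 (SD, n = 3).

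In the Renilla plasmid the same regions were read beside both firefly reporters. The 5′ UTR of 275 nt had Ribo-seq depths of 36.8% ± 12.1 (SD, n = 3) beside the nonoptimal and 30.7% ± 4.41 (SD, n = 3) beside the optimal reporter, and RNA-seq depths of 8.63% ± 0.275 (SD, n = 3) and 9.53% ± 0.896 (SD, n = 3). The T7 promoter region within it had Ribo-seq depths of 14.8% ± 4.97 (SD, n = 3) and 13.7% ± 3.58 (SD, n = 3) and RNA-seq depths of 43.1% ± 1.12 (SD, n = 3) and 44.9% ± 3.62 (SD, n = 3). The trimmed middle of the coding region had Ribo-seq depths of 97.7% ± 2.51 (SD, n = 3) and 94.1% ± 1.54 (SD, n = 3). The 3′ UTR had Ribo-seq depths of 14.9% ± 8.79 (SD, n = 3) and 23.6% ± 2.53 (SD, n = 3) and RNA-seq depths of 129% ± 2.32 (SD, n = 3) and 132% ± 1.41 (SD, n = 3). The HSV TK promoter region had Ribo-seq depths of 7.77% ± 1.29 (SD, n = 3) and 8.89% ± 0.625 (SD, n = 3), and the AmpR promoter region 3.45% ± 2.59 (SD, n = 3) and 7.74% ± 2.96 (SD, n = 3). Their RNA-seq depths were 11.3% ± 2.34 (SD, n = 3) and 11.6% ± 2.73 (SD, n = 3) in the HSV TK promoter region and 47.9% ± 10.5 (SD, n = 3) and 49.5% ± 6.73 (SD, n = 3) in the AmpR promoter region. These Renilla ranges were not tested between the groups.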

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

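The following signals lay in alignments that the comparisons of the report do not use. The tests of this part were chosen after the results were seen, except the comparison of footprint lengths. The design has no untransfected sample, and each signal exceeded the 3 counts that a count of 0 allows.

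Footprint-sized Ribo-seq alignments of 27 to 30 nt also fell outside every listed region, from 379 in the lowest library to 3658 in the highest. On the Renilla plasmid, the strand opposite to the reporter carried 92.1% ± 1.54 (SD, n = 6) of them, and at least 90.4% in each library. Plasmid DNA would give both strands alike, which argues against it. Within positions 201 to 800, 77.1% ± 3.95 (SD, n = 6) of these 5′ ends fell in one of 3 frames. With each position counted once, the share was 55.7% ± 7.86 (SD, n = 6), and the Renilla coding region gave 58.8% ± 5.74 (SD, n = 6). The frame was picked as the fullest, so frames were also drawn at random for the 182 positions and the fullest taken each time: the mean share was 38.4%, and 0 of 10000 draws reached the observed share, the highest being 54.4%. The choice of the window is not covered by these draws. A candidate explanation is translation of a transcript of the plasmid backbone. Which plasmid the reads came from is open. Of all Ribo-seq alignments outside the listed regions, 74.3% ± 4.89 (SD, n = 6) came from reads that aligned to both plasmids. Ribosomes of bacteria carried over with the plasmid stay open: the mean length differed from that over Renilla by 0.19 nt, within the SD of 0.27 (n = 6), and size selection alone could give such a match. The window was picked because it was dense, and no biological difference between the groups was tested.

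The Renilla 5′ UTR held from 40 to 444 sense-strand footprints per library, although RNA-seq depth there was low: the UTR reached 39.1% ± 10.1 (SD, n = 6) of coding depth in such footprints and 9.08% ± 0.771 (SD, n = 6) in RNA-seq. Of the footprint-sized alignments in the UTR, 0.205% were antisense, which argues against plasmid DNA. Pooled over the 6 Ribo-seq libraries, no footprint covered positions 2401 to 2527, while footprints lay on both sides of this stretch of 127 nt. The highest pooled footprint depth was 692 before the stretch and 97 after it, with 975 sense footprints in the whole UTR. The mean UTR level in footprints thus came largely from a single spot before the stretch. At most 1.85% of the sense RNA-seq alignments that started in the UTR started inside this stretch, which makes up 46.2% of the UTR. Between 358 and 970 per library started after it, and 2 to 6 before it, against 4 to 16 inside it, so RNA-seq starts were rare upstream of the stretch too. The pattern is consistent with a segment spliced out of the Renilla transcript, which short footprints upstream would escape while ungapped alignment loses the longer RNA-seq reads that cross the junction. RNA that mostly begins after the stretch would give the same RNA-seq counts, though not the footprints before it, and was not tested further. No read across such a junction was examined, since the files hold no gapped alignment.

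Between 46.5% and 60.6% of RNA-seq alignments lay outside every listed region. In windows of 200 nt, at most 12.2% of these lay on the minor strand of their window, so plasmid DNA, which would give 50% or close to it, may account for a part but not for most of them. In the 2000 nt after the firefly 3′ UTR region, 98.9% ± 0.270 (SD, n = 6) of the alignments that started and ended there were sense, and depth was 76.7% ± 8.54 (SD, n = 6) of that over the reading frame. RNA therefore continued past the listed 3′ UTR, and where it ends was not examined. No biological explanation was tested.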

How the results depend on the processing

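Each log2 difference between the optimal and nonoptimal reporter was recomputed under the alternatives listed with the processing. No exact permutation test of 3 against 3 values can fall below 0.05. A change was therefore counted when the difference moved by at least 1 pooled SD or changed sign. Of 170 recomputed differences, 145 moved by less, 20 moved by more and 5 changed sign. Another 13 were fixed by construction or left exactly as they were. Fits that left out 1 replicate of 1 reporter cannot, by arithmetic, move a difference by 1 pooled SD. All of these fits are among the 145, so that count overstates how stable the differences were. The share of bins without overlap was counted as changed when it moved by more than 1.5 times, which held for 2 of the 5 alternatives that kept 3 against 3 libraries. The fits with fewer libraries or a block have another chance level and were not counted.

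The choice of scale mattered most. Without scaling between libraries the firefly differences were 2.01 for RNA, 0.33 for footprints and -1.68 for efficiency, and over the shared region 1.93, 0.16 and -1.77. The change of sign follows from the construction: the unscaled efficiency difference is the Renilla-scaled one plus that of the Renilla footprint to RNA ratio, which was -1.99. What moved the Renilla ratio is open. Mean Renilla depth in Ribo-seq was 86.8 beside the nonoptimal and 20.1 beside the optimal reporter. Scaling by the summed depth of all regions, to which the firefly reporter itself contributes, gave 0.72, 1.26 and 0.54 for the firefly reading frame and 0.64, 1.10 and 0.46 for the shared region. With the Renilla median as the scale, efficiency differences were 0.19 and 0.10.

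Among the other alternatives, the efficiency difference of the firefly reading frame was 0.092 with median depth, 0.19 with a pseudocount of 1 and 0.42 over the trimmed regions. Over the trimmed regions that of the shared region was 0.37. GFP alone gave an RNA difference of 1.91. The ratio of FLuc to the shared segments was -0.11 with median depth and 0.18 with sense alignments of 27 to 30 nt. The share of bins without overlap was 20% after division by the RNA-seq share and 20% with sense alignments of 27 to 30 nt. The ratio of GFP to SM changed sign to -0.063 after division by the RNA-seq ratio. For these changes the cause was not tested. Mean footprint depth over the firefly frame was 8.45 alignments per position in the nonoptimal and 8.85 in the optimal libraries, which limits what whole-number medians can resolve.

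Across the 9 fits that each left out one replicate number or one replicate of one reporter, the firefly differences ranged from 1.74 to 1.91 for RNA, 1.94 to 2.27 for footprints and 0.20 to 0.36 for efficiency. Over the shared region they ranged from 1.65 to 1.84, 1.80 to 2.11 and 0.14 to 0.28. The ratio of FLuc to the shared segments ranged from 0.27 to 0.47, the ratio of GFP to SM from -0.0087 (without replicate 3) to 0.42, and the share of bins without overlap from 40% to 70% across 3 fits of 2 against 2 libraries (70% without replicate 3), where chance gives 33.3%. The lowest efficiency differences came without replicate 1 for the firefly frame and without nonoptimal replicate 1 for the shared region.

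Samples with the same number did not deviate together throughout: over 52 windows, the correlations of nonoptimal and optimal deviations for numbers 1, 2 and 3 were 0.13, -0.099 and 0.11 in Ribo-seq and -0.41, 0.36 and -0.38 in RNA-seq. Replicate 3 nevertheless had the highest share of alignments outside the listed regions in each of the 4 groups. This share was 61.1% and 36.2% in nonoptimal and optimal Ribo-seq, and 60.6% and 50.4% in RNA-seq. Replicate 3 also had the lowest ratio of FLuc to the shared segments in each group. Whether samples share more than a number is therefore open. With the replicate number as a block, the log2 differences keep their values by construction: 1.82, 2.12 and 0.30 for the firefly frame, 1.74, 1.96 and 0.22 for the shared region, 0.37 for FLuc against the shared segments, 0.23 for GFP against SM and -1.10 for the start of the frame. Exact sign-flip tests of the paired differences gave p = 0.25, the smallest they can give, except 0.75 for GFP against SM. In 50% of the bins all 3 paired differences had one sign.

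Of the 10 splits of the 6 Ribo-seq libraries into 3 and 3, 1, the real one, gave as many bins without overlap. A share of splits under 0.1 is out of reach here, so chance cannot be excluded. The planned fits for endogenous genes were not run.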

Other observations

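The efficiency difference over SM and GFP, used in this part as a test, was a planned comparison. The scaling by the plasmid backbone and the removal of single positions were set before their values were computed. The remaining tests of this part were chosen after the result was seen. The backbone test had been set to count a difference above 1 pooled SD as evidence; the further requirement that the groups not overlap was added to it, and to the other tests of log2 differences, after its value was seen.

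The higher translational efficiency of the optimal reporter, a log2 difference of 0.30, was weighed against technical explanations. Fragments that are not footprints differed between the groups, but with sense alignments of 27 to 30 nt the difference was 0.30. Plasmid DNA in the RNA-seq libraries would have to make up 18.9% of the nonoptimal RNA level, and the antisense share was at most 0.989% in a library. Over SM and GFP the difference was 0.22, which argues against sequence bias in the recoded segment as the whole cause. This holds only if these segments are the same in both reporters, which rests on names and lengths. The groups also overlapped there under some alternatives, among them the Renilla median as the scale (0.10, exact permutation p = 0.4). The firefly difference of 0.30 was 4.83 times its counting SE. Dependence on how depth is summarised stays open. The groups overlapped with median depth (0.092, exact permutation p = 0.5) and with a pseudocount of 1 (0.19, exact permutation p = 0.4). They did not overlap without the 5% of positions with the highest depth (0.29, exact permutation p = 0.1). The Renilla control stays open too. The unscaled ratio of Renilla footprint depth to RNA depth differed by -1.99 (log2, optimal minus nonoptimal), and a change in library size cannot be told apart from a change of Renilla without the sequencing totals. Scaling by the backbone window at positions 201 to 800 in place of Renilla gave a firefly efficiency difference of 0.79, above the pooled SD of 0.66, but the groups overlapped (exact two-sided permutation test, p = 0.3), so a change of Renilla alone cannot be told apart either with so variable a scale. On the same scale the Renilla efficiency itself differed by 0.49, less than its pooled SD of 0.74 (exact permutation p = 0.5). A higher efficiency through codon content may hold as a hypothesis on the condition that Renilla translation did not change between the transfections. It also requires that the difference does not rest on the way depth was summarised.

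Footprints were denser at the start of the nonoptimal reading frame. Depth over codons 1 to 25, divided by that over the rest, was 4.44 ± 1.63 (SD, n = 3) in the nonoptimal and 2.001 ± 0.362 (SD, n = 3) in the optimal Ribo-seq libraries, a log2 difference of -1.10 (SE 0.37; exact two-sided permutation test, p = 0.1, the smallest possible). Without replicate 3 of both reporters it was -0.68. Over the Renilla coding region of the same libraries the ratio was 0.928 ± 0.125 (SD, n = 3) and 0.922 ± 0.118 (SD, n = 3), a difference of -0.0083, which argues against a build-up at start codons throughout the nonoptimal libraries. With sense alignments of 27 to 30 nt the difference was -0.94, without overlap of the groups when taken from depth (exact permutation p = 0.1) and with overlap when such alignments were counted by midpoint (-0.94, exact permutation p = 0.2), so a part played by other fragments stays open. Counted in this way without the most frequent 5′ position of each library, it was -0.98 and the groups did not overlap, which argues against a single position. Uneven RNA coverage stays open too: after division by the RNA-seq ratio the difference was -0.78 and the groups overlapped (exact permutation p = 0.3). Between 23 and 120 footprints per library lay over these codons, which keeps the ratios imprecise. A retention of ribosomes near the start is one hypothesis, and a loss of ribosomes downstream is another. These codons lie in a segment named alike in both reporters. If its sequence is the same, its own codons cannot account for the difference. The tests above do not separate retention from loss.

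The ratio of GFP to SM footprint depth, which would fall in the nonoptimal reporter if ribosomes were lost within FLuc, was 0.510 ± 0.123 (SD, n = 3) in the nonoptimal and 0.589 ± 0.0911 (SD, n = 3) in the optimal libraries. The groups overlapped (log2 difference 0.23, SE 0.25; exact two-sided permutation test, p = 0.6). After division by the RNA-seq ratio the difference was -0.063 (exact permutation p = 0.8). A loss of ribosomes between SM and GFP that differs between the reporters was not detectable at this depth.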
